# Role of miR-29b on the regulation of the extracellular matrix in human trabecular meshwork cells under chronic oxidative stress

**Published:** 2009-11-28

**Authors:** Coralia Luna, Guorong Li, Jianmimg Qiu, David L. Epstein, Pedro Gonzalez

## Abstract

**Purpose:**

To investigate the role of miR-29b on the changes in expression of genes involved in the synthesis and deposition of extracellular matrix (ECM) induced by chronic oxidative stress in human trabecular meshwork cells (HTM).

**Methods:**

Changes in gene expression induced by miR-29b in HTM cells were evaluated by gene array analysis using Affymetrix U133A2 arrays and confirmed by quantitative–PCR. Pathway analysis was conducted using Metacore. Targeting of miR-29b to the 3’-untranslated region of three novel putative targets was evaluated using the Psicheck luciferase system. Chronic oxidative stress was induced by incubation at 40% oxygen for 4–5 days, using cultures incubated at 5% oxygen as controls. Changes in expression in microRNA or gene expression were analyzed by Q-PCR. Cell viability was measured by lactate dehydrogenase release.

**Results:**

Transfection of HTM cells with miR-29b mimic resulted in downregulation of multiple ECM components, including collagens (*COL1A1, COL1A2, COL4A1, COL5A1*, *COL5A2, COL3A1*) *LAMC1,* and *FBN* as well as several genes involved in ECM deposition and remodeling, such as *SPARC*/osteonectin. Three additional genes, *BMP1, ADAM12*, and *NKIRAS2*, were identified as direct targets of miR-29b. Chronic oxidative stress induced a significant downregulation of miR-29b in two HTM cell lines that was associated with increased expression of several ECM genes known to be regulated by miR-29b. The increase in expression of these genes was inhibited by transfection with miR-29b mimic. MiR-29b increased cell viability under both chronic oxidative stress and physiologic oxygen concentrations.

**Conclusions:**

MiR-29b negatively regulates the expression of multiple genes involved in the synthesis and deposition of ECM in trabecular meshwork (TM) cells. Downregulation of miR-29b might contribute to increased expression of several ECM genes under chronic oxidative stress conditions. The balance between the activation of ECM production induced by oxidative stress and the protective effects of miR-29b could be a relevant factor in understanding how oxidative damage may lead to increased deposition of ECM in the TM and contribute to the elevation of intra-ocular pressure in glaucoma.

## Introduction

Chronic oxidative stress has been implicated in both the initiation and progression of pathophysiological phenomena in the trabecular meshwork (TM) in glaucoma [1-3]. Primary open-angle glaucoma (POAG) has been shown to be associated with a signiﬁcant increase in the accumulation of the primary and secondary end products of lipid peroxidation in lipid extracts from TM, aqueous humor, and Schlemm’s canal (SC) [3,4]. Similarly, signiﬁcantly higher levels of the product of DNA oxidation 8-oxo-2,7-dihydro-20-deoxyguanosine have been observed in the TM of glaucoma patients compared with age-matched and sex-matched controls, and the levels of DNA damage were correlated signiﬁcantly with elevation of intra-ocular pressure and visual field defects [1,2,5,6]. Furthermore, reactive oxygen species-mediated damage to the TM has been shown to induce alterations that result in increased aqueous humor outflow resistance [1,7].

Oxidative damage can lead to outflow tissue dysfunction through apoptotic cell loss [8] by inducing certain phenotypic alterations, including those associated with stress-induced senescence. One such phenotypic alteration that has been proposed to explain how oxidative damage might contribute to the malfunction of the TM is the induced upregulation of extracellular matrix (ECM) genes [9]. Such upregulation of ECM-related genes could potentially contribute to the accumulation of ECM components in the sheath-derived plaques (SD-plaques) that have been shown to increase in the TM with aging and in POAG [10]. However, the specific molecular mechanisms involved in the alterations in ECM induced by oxidative stress in TM cells are not completely understood.

MicroRNAs (miRNAs) are an abundant class of noncoding small (~22 nucleotides) RNAs that modulate gene expression at the post-transcriptional level and participate in the regulation of many cellular functions [11-13]. Specifically, miR-29b has been demonstrated to regulate multiple genes coding for ECM proteins, including multiple collagens, fibrillins, and elastin. MiR-29 is a positive regulator of osteoblast differentiation and controls the expression of collagens in differentiated osteoblasts [14]. This miRNA has also been found to be downregulated in various cancers [15-18] and targets extracellular matrix collagens in lung and nasopharyngeal cancer cells [18]. MiR-29b is also downregulated in myocardial infarct, and its downregulation has been shown to contribute to fibrosis in the heart [19]. Thus, miR-29 would be predicted to contribute to the regulation of ECM dynamics in the TM. However, the roles of this miRNA in the TM and the potential involvement on the alterations in ECM synthesis induced by oxidative stress in TM cells have not been investigated.

To gain more insight into the potential role of miR-29b in the TM, we investigated the effects of chronic oxidative stress on the expression of miR-29b, analyzed the changes in gene expression mediated by miR-29b, and evaluated whether alterations in miR-29b expression might alter the effects induced by chronic oxidative stress in human TM (HTM) cells.

## Methods

### Cell cultures and oxidative stress conditions

HTM cell cultures were generated from cadaver eyes, with no history of eye disease, within 48 h post mortem, as previously reported [20]. All procedures involving human tissue were conducted in accordance with the tenets of the Declaration of Helsinski. Cell cultures were maintained at 37 ^o^C in 5% CO_2_ in media (low glucose Dulbecco’s Modified Eagle Medium with L-glutamine, 110 mg/ml sodium pyruvate, 10% fetal bovine serum, 100 µM nonessential amino acids, 100 units/ml penicillin,100 µg/ml streptomycin sulfate, and 0.25 µg/ml amphotericin B). All the reagents were obtained from Invitrogen Corporation (Carlsbad, CA). Oxidative stress was induced by incubation at 40% oxygen 5% CO_2_ for 4–5 days. Cells incubated at 40% oxygen were compared to cells incubated at an oxygen concentration close to the physiological concentration reported in the aqueous humor (oxygen partial pressure PO_2_ 5%) [21].

### Transfections

HTM cells were plated 24 h before transfection with hsa-miR-29b mimic or control mimic (scramble; 20-40pmolar [Dharmacon, Chicago, IL] with Lipofectamine 2000 [Invitrogen] or amaxa nucleofactor kit [Lonza, Basel, Switzerland]) following the manufacturer’s instructions. Briefly, for nucleofection, cells were transfected at density of 4×10^6^ using an endothelial nucleofactor Kit and the program T23 in the Nucleofector, following the basic protocol for primary mammalian endothelial cells and 20 picomolar of miRNAs (Amaxa, ).  For lipofectamine transfections, cells were seeded at 2-3×10^5^ cells in 12 well plates or 5-6×10^5^ cells in 6 well plates using 40 picomolar miRNAs and 1 or 2 µl of lipofectamine (for 12 and 6 well plates, respectively) and OPTI-MEM I  (Invitrogen). Cotransfections of 293A cells with luciferase 3’untranslated region (UTR) constructs (0.3 µg), miR-29b mimic, or control mimic (20 pmolar) were accomplished using Effectene (Qiagen, Valencia, CA).

### Gene microarray analysis

Gene array analysis was conducted in three independent sets of transfections with either miR-29b mimic or mimic control of the same HTM cell line. Total RNA was extracted three days post transfection using RNeasy kit (Qiagen), amplified (one round amplification) using one cycle target labeling and control reagents (Affymetrix, Santa Clara, CA), and hybridized to human genome U133A2 arrays (Affymetrix) at the Duke University Microarray facility. Raw data were normalized and analyzed using GeneSpring 7.3 (Silicon Genetics, Santa Clara, CA). Genes were filtered to their intensities in the control channel. Pre-mixed polyadenylated prokaryotic sequences from the One cycle target labeling and control reagents kit (Affymetrix) were spiked directly into the samples before target labeling and used as controls. Raw data values below 100 were considered as unreliable. Intensity-dependent normalization was performed per spot and per chip (LOWESS normalization). ANOVA test was performed (p-values ≤0.05 were considered significant) for genes differentially expressed, using the Benjamin and Hochberg False Discovery Rate correction test. The list of genes were compared to three databases that predict targets for miRNAs: Microcosm, TargetScan, and PicTar-Vert. To study the potential biological significance of the changes observed in the arrays, we performed network analysis of differentially expressed genes, using Metacore pathway analysis (GeneGo, St. Joseph, MI).

### Analysis of miR-29b interaction with 3’ untranslated regions

The entire 3’UTRs from bone morphogenic protein 1 (*BMP1*), ADAM metallopeptidase domain 12 *(ADAM12*), and *NFKB* inhibitor-interacting Ras-like protein 2 (*NKIRAS2*) were amplified using primers in Table 1, with carried XhoI and NotI restriction sites in the forward or the reverse position. PCR amplifications from 3’UTRs and the complementary sequences were confirmed by sequencing and cloned into XhoI and NotI sites downstream of Renilla luciferase in the psiCheck2 vector (Promega, Madison, WI). For analysis of luciferase activity, 293A cells were seeded in 12-well culture dishes 24 h before transfection and transfected with psicheck 3’UTR, or the complementary sequence from BMP1, ADAM12, or NKIRAS2 (300 ng), and miRNAs for 29b mimic or control mimic. Luciferase was measured using the Dual Luciferase Kit (Promega, Madison, WI) following manufacturer’s instructions and read in a TD-20/20 luminometer (Turner Designs, Sunnyvale, CA). In this assay, the activities of *Photinus pyralis* and *Renilla reniformis* luciferases are measured sequentially from a single sample. The firefly reporter is measured first by adding Luciferase Assay Reagent II to generate a luminescent signal. After quantifying the firefly luminescence, this reaction is quenched, and the *Renilla *luciferase reaction is simultaneously initiated by adding Stop & Glo® Reagent to the same tube.

**Table 1:** Primers used for amplification of the 3’ untranslated regions of *BMP1*, *ADAM12*, and *NKIRAS2*.

**Gene symbol**	**Forward 5'-3'**	**Reverse 5'-3'**
*BMP1*	GGCTCGAGGGCCTGCCAGGCCTCCCG	GGGCGGCCGCGCAAGAGAAAGGAGCAGGAC
*ADAM12*	GGCTCGAGGTGAAGACAGAAGTTTGCAC	GGGCGGCCGCTCATATCCTCTTATAATTGG
*NKIRAS2*	GGGCTCGAGGCTGCCGTTCCTCTTTCACG	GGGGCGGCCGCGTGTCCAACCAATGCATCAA

### RNA isolation and Quantitative PCR

Total RNA was isolated using an RNeasy kit (Qiagen Inc.) or Trizol (Invitrogen) extraction, according to the manufacturer’s instructions. RNA yields were measured using RiboGreen fluorescent dye (Invitrogen). First-strand cDNA was synthesized from total RNA (1 µg) by reverse transcription using oligodT and Superscript II reverse transcriptase (Invitrogen), according to the manufacturer’s instructions. Quantitative (Q)-PCR reactions were performed in a 20-µl mixture containing 1 µl of the cDNA preparation, 1X iQ SYBR Green Supermix (Bio-Rad, Hercules, CA), using the following PCR parameters: 95 ^°^C for 5 min followed by 50 cycles of 95 ^°^C for 15 s, 65 ^°^C for 15 s and 72 ^°^C for 15 s. β-Actin was used as an internal standard of mRNA expression. The absence of nonspecific products was confirmed by both the analysis of the melt curves and by electrophoresis in 3% Super AcrylAgarose gels (DNA technology, Risskov, Denmark). The primers used for Q-PCR amplification are shown in Table 2. MicroRNAS were extracted using RT^2^ qPCR-Grade miRNA isolation kit (SABiosciences, Frederick, MD) from total RNA extracted with Trizol. miRNAs cDNA (25 ng) were amplified using TaqMan microRNA reverse transcription Kit (Applied Biosystems, Foster City, CA) and specific primers for miR-29b and U6B (Applied Biosystems), as a standard. Q-PCR products were amplified using TaqMan® Universal PCR Master Mix (Applied Biosystems), following manufacturer’s instructions. Briefly, TaqMan quantification is a two step process, in the reverse transcription step cDNA was reverse transcribed from RNA enriched with miRNAs using miR29b and U6B specific primers. PCR products were amplified from these cDNAs using 29b and U6b probes and the recommended PCR parameters: 95 ^°^C for 10 min followed by 40 cycles of 95 ^°^C for 15 s and 60 ^°^C for 1 min. During PCR, the probe anneals specifically to a complementary sequence between the forward and reverse primer sites, when the probe is intact the proximity of the reporter dye to the quencher dye results in suppression of reporter fluorescence. The DNA polymerase cleaves only probes that are hybridized to the target, the cleavage separate the reporter from the quencher and this separation results in increased fluorescence by the reporter. The fluorescence threshold value (C_t_) was calculated using the iCycle system software (Bio-Rad). The results were expressed as mean value± SE (standard error) in three independent experiments.

**Table 2:** Primers used for Q-PCR amplification.

**Gene symbol**	**FORWARD 5'-3'**	**REVERSE 5'-3'**
*STC1*	TCAGAGACAGCCTGATGGAG	CCTCACCTCGGAGGTTCCTG
*STC2*	TCTGCACCTCGGCCATCCAG	TCAGAATACTCAGACTGTTC
*COL4A1*	CCTGGCTTGAAAAACAGCTC	AGGCCTAGTGGTCCGAATCT
*CRABP2*	GTGATGCTGAGGAAGATTGC	CCACAGTCTGCTCCTCAAAC
*TIMP3*	TGCAGCTGGTACCGAGGATG	CAGGCACTAATTTCATTGTC
*LOXL2*	TACCTGGAGGACCGGCCCATG	AGGTCATAGTGGGTGAACAC
*COL1A1*	AGCCAGCAGATCGAGAACAT	TCTTGTCCTTGGGGTTCTTG
*COL1A2*	TGCAAGAACAGCATTGCATAC	GGCAGGCGAGATGGCTTATTTGTT
*COL3A1*	CCATGAATGGTGGTTTTCAG	GTGTTTAGTGCAACCATC
*COL5A1*	GGCTGTGCTACCAAGAAAGG	GAGGTCACGAGGTTGCTCT
*COL5A2*	TGATCCTGAGACTCTTGAAG	GGTGGTCATTGTCATTGGTC
*LAMC1-1*	AATGAAGCCAAGAAGCAGGA	ATGGACAGCAGCAGAGGAGT
*SPARC*	CCGGGACTTCGAGAAGAACT	CTCATCCAGGGCAATGTACT
*FBN1*	CTGCAAGAGGATGGAAGGAG	GGTAAATCCGGGAGGACATT
*BMP1*	GTGTGGCCCGATGGGGTCAT	CCCGCAAGGTCGATAGGTGAA
*ADAM12*	ATGTGGAAAAATCCAGTGTC	GCAAGCACAAGCCCTGGGTC
*NKIRAS2*	CAGGAGCAGCGGCGTGTAGA	GCCATCCAAGGAGCCGCTGC
*ACTB*	CCTCGCCTTTGCCGATCCG	GCCGGAGCCGTTGTCGACG

### Cell viability assay

To evaluate changes in cell viability induced by miR-29b, cells were transfected with control mimic or miR-29b mimic. Cell viability was assayed after 5 days at 40% and 5% oxygen, by measuring the lactate dehydrogenase released to the culture media as a result of plasma membrane damage using the Cito Tox 96® Non-Radioactive Cytotoxicity assay (Promega) following the manufacturers instructions. Briefly, LDH was measured in culture supernatants and in cell lysates from each well, in a 30-min coupled enzymatic reaction, which results in the conversion of a tetrazolium salt (INT) into a red formazan product. The amount of color formed is proportional to the number of lysed cells. LDH in the supernatant was corrected for the total LDH (Supernatant/Supernatant + cell lysis). For each sample the quantification was performed in duplicate. The results were expressed as mean value±SE in three independent experiments.

## Results

### Changes in gene expression induced by miR-29b in human trabecular meshwork cells

Differences in gene expression induced by miR-29b were evaluated by gene array analysis using Affymetrix U133A2 chips. 

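HTM cells are primary cells grown from the trabecular meshwork, the tissue through which aqueous humor drains from the eye. One line of these cells was transfected with miR-29b mimic, a synthetic RNA that acts as the mature miRNA, or with a control mimic of scrambled sequence. The methods give nucleofection and lipofection as routes and do not say which was used for the arrays. RNA was taken 3 days later and hybridized to 3 arrays per group. The methods describe independent sets of transfections of the same line, so the spread between arrays covers transfections of 1 line and does not cover differences between donors. The values used here are the log2 expression values that the authors deposited. They are already normalized, and each probe set is centred on its own median over the 6 arrays. Differences between arrays are therefore kept, but the level of a probe set is lost, and dim probe sets could not be told from bright ones. The submitters' processing notes name RMA, with no version, while the methods name GeneSpring, a limit on low raw values and LOWESS normalization. Which of these steps made the deposited values is not given in the sources used here. The median of each array lay between -0.01 and 0.01. Of 17930 deposited probe sets, 59 were controls of the array maker and were left out, which leaves 17871. The groups were compared with limma, with Benjamini-Hochberg adjustment over all tested probe sets, and the thresholds were those of the study, an adjusted p of 0.05 or less and a fold over 1.5. Differences between replicate arrays of one group had an SD of 0.145 to 0.192 on the log2 scale. The first principal component held 45.6% of the variance and separated the 2 groups. The number of arrays limits the precision of every value.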

HTM cells were transfected with miR-29b mimic and gene expression was compared to that in cell cultures transfected with a control mimic. One hundred sixteen genes represented by 181 probes were significantly (p≤0.05) upregulated or downregulated more than 1.5-fold. 

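The largest falls after transfection with miR-29b mimic were in fibrillar collagens. The 10 probe sets that fell most belong to COL3A1, COL5A1, COL1A1, COL5A2 and ADAM12, which encodes a membrane-bound metalloprotease. The largest rise was in CLIC3, which encodes a chloride intracellular channel protein, followed by the retinoic acid binding protein gene CRABP2 and the muscle Z-disc gene MYOZ1. NPR3, which encodes the clearance receptor for natriuretic peptides, the keratin gene KRT18 and the annexin gene ANXA3 were also among the 10 largest rises, and the other 4 are probe sets unnamed here. On the log2 scale, the COL3A1 probe set that fell most was at 1.08 ± 0.04 (SD, n = 3) in cells transfected with control mimic and at -1.13 ± 0.15 (SD, n = 3) in cells transfected with miR-29b mimic, relative to its median. This difference of -2.21 (standard error 0.08, adjusted p = 2.10e-05 from limma) is the largest of all. CLIC3 differed by 1.16 (standard error 0.10, adjusted p = 0.000990). CRABP2 rose by 1.05 with a standard error of 0.08. In all, 187 probe sets passed both thresholds, of which 152 were lower and 35 were higher with miR-29b mimic. For each of the 187, the 3 arrays of one group lay on one side of all 3 arrays of the other. The 187 were selected on these same arrays, so their separation is not separate evidence. Among all tested probe sets such separation held for 25.9%, where chance alone gives 10%. Their genes numbered 138, counted from probe sets that are paired with a single gene, with 109 genes lower and 29 higher. Without the fold threshold, 903 probe sets passed, 325 higher and 578 lower. By the methods' t-test, 61 passed both thresholds, all of them among the 187, and CLIC3 and KRT18 lost their calls. With 1 array left out at a time, 157 to 208 passed both thresholds. By the adjusted p alone, 322, 286 and 426 passed without control mimic replicates 1, 2 and 3, and 709, 405 and 441 without miR-29b mimic replicates 1, 2 and 3.

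**Figure D1:**
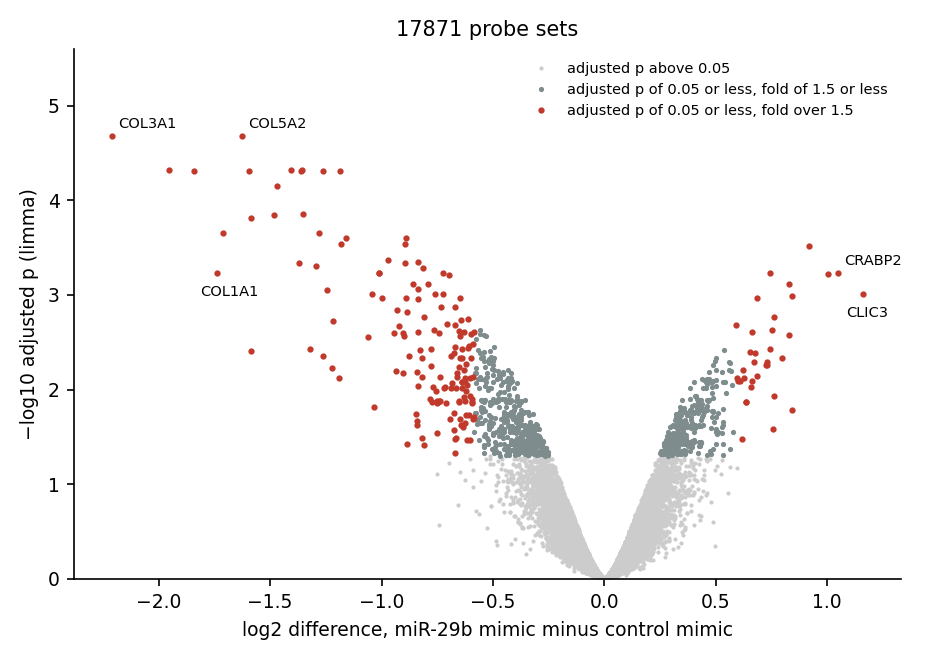
Difference between groups for each of the 17871 probe sets (horizontal axis, log2, mean of the 3 miR-29b mimic arrays minus mean of the 3 control mimic arrays) against -log10 of the adjusted p from limma (vertical axis). Points to the left are lower with miR-29b mimic, and the 187 probe sets past both thresholds lean to that side, with 152 lower.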

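Several collagen genes that fell, such as COL1A2 and COL4A1, are marked in the paper as predicted targets of miR-29b, and so are PPIC and TAF11. Others that fell as far, such as STC1, STC2, AKR1C2 and LOXL2, carry no such mark. The paper gives the array fold and the marks of 3 target databases for 36 genes that are measured here by their own probe sets. Of these, 15 genes (41.7%) are predicted by at least 1 database, and all 15 are among the 29 genes that were lower with miR-29b mimic. None of the 7 higher genes, PER2, MYOZ1, HNMT, CRABP2, TIMP3, TNC and RECK, is predicted. The 15 predicted genes had a mean log2 difference of -0.89 ± 0.37 (SD), and the 14 lower genes without a prediction had one of -0.98 ± 0.31 (SD). The study picked these genes on these arrays by their fold, so the means do not tell whether predicted genes fall further than others. The databases themselves were not used here.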

Thirty-one percent of these transcripts were predicted in at least one of the three miRNA databases as putative targets for miR-29b. MiR-29b downregulated several ECM structural proteins, as collagens (*COL5A2, COL5A1, COL4A1, COL3A1, COL1A1*, and *COL1A2*) laminin C, fibrillin 1, and microfibrillar-associated protein 3; and extracellular matrix regulators, such as *MMP14*, *LOXL2, SERPINH1, SPARC, TNFAIP6*, and *ADAM 12*. 

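Among the fibrillar collagens, the chains of types I and III and the type V chains COL5A1 and COL5A2 fell together. COL3A1, COL5A1, COL5A2, COL1A1 and COL1A2 were lower. COL5A3 and COL11A2 did not pass the test over all genes. Some genes whose products fold and cross-link collagen were lower too, among them the chaperone SERPINH1, the prolyl hydroxylase P3H1, the related P3H4 and the lysyl oxidase LOXL2. In the basement membrane, NID1, COL4A1, COL4A5 and LAMC1 were lower, while COL4A2 was not called. Lists of genes were set before the data were examined, and a gene's value is the mean of its own probe sets. Of 8 fibrillar collagens measured, 5 were lower and none was higher at an adjusted p of 0.05 or less from limma, and 6 were lower when adjusted over the list alone. Their median log2 difference was -1.07, with COL3A1 at -1.53 (standard error 0.06, adjusted p = 2.03e-05). Of 24 genes of collagen processing and cross-linking, 11 were lower and 1 was higher, LOXL1, named here after its value was seen, against 13 lower and 3 higher when adjusted over the list alone. SERPINH1 fell by 0.89 on the log2 scale (standard error 0.06, adjusted p = 0.000232). Of 18 basement membrane components, 4 were lower and none was higher (7 lower when adjusted over the list alone), with NID1 at -0.85. Of 15 other collagens, COL6A3 and COL6A1 were lower and COL8A2 was higher, and the list had 3 lower and 1 higher when adjusted over the list alone. In elastic fibres and microfibrils, FBN1, MFAP3 and FBN2 were lower, 3 of 17 genes with none higher, against 3 lower and 2 higher when adjusted over the list alone. Of 15 matricellular genes, SPARC, POSTN and FSTL1 were lower, and 3 were higher, among them TNC (4 lower and 3 higher when adjusted over the list alone). VCAN and GPC4 were higher among 16 proteoglycans (2 higher and 1 lower when adjusted over the list alone). In camera, which sets a list against all other genes with a preset correlation of 0.01, the adjusted p was 3.31e-10 for fibrillar collagens, 7.72e-06 for collagen processing and 0.000452 for the basement membrane. With an estimated correlation none of these calls held, with adjusted p = 0.115 for fibrillar collagens and adjusted p = 0.335 for both other lists. The remaining matrix lists did not pass camera, with an adjusted p of 0.784 for other collagens, 0.715 for elastic fibres, 0.147 for matricellular genes and 0.150 for proteoglycans. TNFAIP6, which encodes a hyaluronan binding protein, differed by -1.22 at one of its probe sets (standard error 0.12, adjusted p = 0.00188). Probe sets of one gene did not always move together. One COL1A1 probe set differed by -0.04 and another by -1.74, and the LAMC1 probe sets gave -0.15 and -0.67. Without 1 array, the collagen processing genes called lower fell to 7 when control mimic replicate 1, control mimic replicate 2 or miR-29b mimic replicate 2 was left out, while 5 fibrillar collagens were called in every case. By the methods' t-test, 5 fibrillar collagens, 5 collagen processing genes and 1 basement membrane gene were lower, and TNFAIP6 was not called. Of the matricellular genes, that test called 3 lower and 1 higher. LOXL1 was called at gene level only, since its 1 probe set was not called (adjusted p = 0.0677 from limma). LOXL1 lost its call without any one array, and the 2 higher proteoglycans fell to 1 without control mimic replicate 1 and to none without control mimic replicate 2 or 3 or miR-29b mimic replicate 1 or 2. The 3 higher matricellular genes fell to 1 without control mimic replicate 2, and the 2 lower other collagens fell to 1 without any one array but miR-29b mimic replicate 1. The study named many of these genes from the same arrays, so the lists are not independent evidence for them. From its results the paper concludes that miR-29b lowers many genes of ECM synthesis, deposition and remodeling in HTM cells, and it proposes that changed genes without a predicted site are secondary targets.

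**Figure D2:**
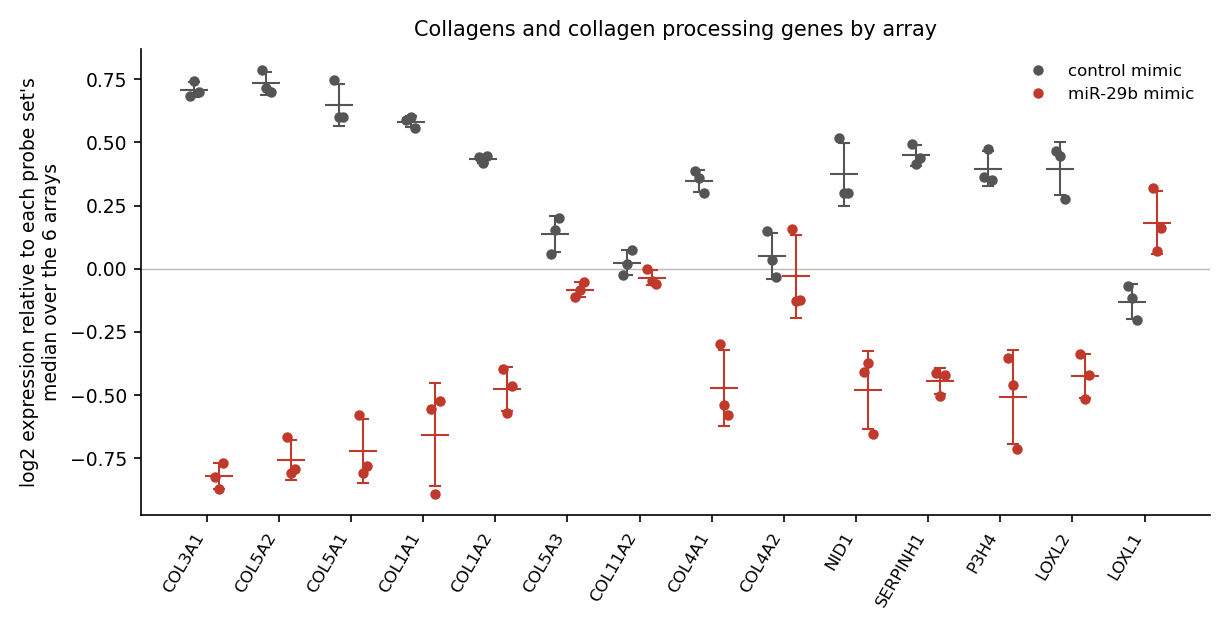
Expression of 14 genes on each of the 6 arrays (vertical axis, log2 relative to each probe set's median over the arrays, mean of a gene's probe sets). Points are single arrays, and bars are the mean and SD of 3 arrays per group. COL3A1, COL5A2, COL5A1, COL1A1 and COL1A2 lie apart between the groups, COL11A2 and COL4A2 overlap, and LOXL1 is higher with miR-29b mimic.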

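Enzymes that break down matrix and their inhibitors moved in both directions. TIMP3, a secreted inhibitor of metalloproteases, and RECK, a membrane-anchored inhibitor of MMP14 and other metalloproteases, were higher with miR-29b mimic. The membrane metalloprotease MMP14, the aggrecanase ADAMTS5, the cathepsin CTSL and ADAM12 were lower. The serine protease inhibitor TFPI2 was lower as well, and the inhibitors TIMP1 and TIMP2 were not called. TIMP3 has 4 probe sets, and the one that rose most went from -0.38 ± 0.13 (SD, n = 3) to 0.35 ± 0.13 (SD, n = 3). This is a difference of 0.73 (standard error 0.09, adjusted p = 0.00544 from limma). The other TIMP3 probe sets differed by 0.30 to 0.49, and 1 of those 3 was called. RECK differed at one probe set by 0.56 (standard error 0.07, adjusted p = 0.00510), a fold of 1.48, and at the other by 0.13, which was not called. The matricellular gene TNC differed by 0.67 (standard error 0.08), a fold of 1.59. TFPI2 differed by -0.49 (adjusted p = 0.0191), and its one called probe set lost the call without any one array but control mimic replicate 3. All 4 MMP14 probe sets were lower, with differences of -0.52 to -0.75. Of 31 matrix proteases and inhibitors measured, 8 were lower and 2 were higher, against 9 lower and 3 higher when adjusted over the list alone. The list leaned to the lower side in camera with an adjusted p of 0.00682, which was not kept with an estimated correlation (adjusted p = 0.335). The genes called lower on it fell to 5 without control mimic replicate 1 and to 4 without control mimic replicate 2. By the methods' t-test 1 gene of the list was lower and none was higher, and no probe set of TIMP3, RECK, TNC, TFPI2 or MMP14 was called. The 2 called higher fell to 1 without control mimic replicate 1 or 2 or miR-29b mimic replicate 3, and to none without miR-29b mimic replicate 2.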

Other matrix regulators, such as plasminogen activator inhibitor 2, *RECK,* and *TIMP3,* showed upregulation. Table 3 shows transcripts upregulated or downregulated by more than twofold and some selected genes related to ECM that were significantly downregulated or upregulated between 1.5- and 1.9-fold.

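Outside the ECM, the calcium-regulating hormone genes STC1 and STC2, the aldo-keto reductases AKR1C1 and AKR1C2, the nuclear receptor NR4A2 and the phosphatase DUSP1 were lower with miR-29b mimic. The cyclophilin PPIC, the transcription factor subunit TAF11 and the porphyrin transporter ABCB6 were lower too. The clock gene PER2 and the histamine methyltransferase HNMT were higher, as were MYOZ1 and CRABP2. STC2, at one of its probe sets, fell from 0.72 ± 0.11 (SD, n = 3) to -0.75 ± 0.09 (SD, n = 3), a difference of -1.47 (standard error 0.08, adjusted p = 7.05e-05 from limma). AKR1C2 differed at one probe set by -1.40 (standard error 0.06, adjusted p = 4.79e-05). The AKR1C genes are near-identical copies, and their probe sets can take up signal from one another. ABCB6 differed by -0.86 at one probe set (adjusted p = 0.000762) and by -0.01 at the other. HNMT differed by 0.76 at one of its probe sets (standard error 0.15, adjusted p = 0.0261), which lost its call without control mimic replicate 1, control mimic replicate 2, miR-29b mimic replicate 1 or miR-29b mimic replicate 2. Of the 53 lines of Table 3, 52 could be set beside a probe set, 49 by sequence accession and 3 by gene symbol. All 52 moved in the direction of the table and passed an adjusted p of 0.05 or less, and 47 also passed the fold threshold, or 28 by the methods' t-test, which called neither HNMT nor PER2. The sizes of their folds ran from 1.39 to 4.63. The study chose these lines on the same arrays, so their direction is not independent evidence. The matching was also not blind to the values, since the 2 COL5A2 lines share an accession and were paired with probe sets by rank.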

**Table 3:** Genes up-or down-regulated after transfection with hsa-miR-29b in HTM cells.

**Genebank**	**Symbol**	**p value**	**Fold**	**Microcosm**	**Targetscan**	**Pictar**
**Selected genes up or down regulated by 2 fold or greater**						
**Down-regulated**						
AF130082	*COL3A1*	0.0062	-4.310	*	*	*
AI983428	*COL5A1*	0.0065	-3.876			
N30339	*COL5A1*	0.0036	-3.597			
NM_000090	*COL3A1*	0.0068	-3.571	*	*	*
BC000658	*STC2*	0.0284	-3.356			
K01228	*COL1A1*	0.0154	-3.3		*	*
Y15916	*COL1A1*	0.0036	-3.268		*	*
AI300520	*STC1*	0.0177	-3.236			
AL575735	*COL5A2*	0.0036	-3.096		*	*
AI743621	*COL1A1*	0.0188	-3.086		*	*
W46291	*ADAM12*	0.0121	-3.077		*	
BE251211	*LOXL2*	0.0177	-3.03			
U05598	*AKR1C2*	0.0008	-2.959			
M33376	*AKR1C2*	0.0068	-2.915			
AW188198	*TNFAIP6*	0.0447	-2.817			
U46768	*STC1*	0.0275	-2.817			
AU144167	*COL3A1*	0.0068	-2.786	*	*	*
AL575735	*COL5A2*	0.0093	-2.695		*	*
AF117949	*LOXL2*	0.0163	-2.475			
NM_024089	*KDELC1*	0.0395	-2.463	*	*	*
NM_006186	*NR4A2*	0.0144	-2.445			
NM_007115	*TNFAIP6*	0.0144	-2.398			
NM_001353	*AKR1C1*	0.0079	-2.398			
NM_003155	*STC1*	0.0062	-2.375			
BE962749	*PPIC*	0.0036	-2.347	*	*	*
NM_003474	*ADAM12*	0.0342	-2.32		*	
AF118094	*TAF11*	0.0163	-2.232	*		
AL050136	*TMF1*	0.0072	-2.222			
S68290	*AKR1C1*	0.0065	-2.222			
AA530892	*DUSP1*	0.0236	-2.155			
AI922605	*COL4A1*	0.0157	-2.155	*	*	*
NM_004353	*SERPINH1*	0.0068	-2.146			
BC001131	*HIST1H2BG*	0.0263	-2.137			
NM_005689	*ABCB6*	0.0121	-2.123	*	*	*
NM_000943	*PPIC*	0.0275	-2.114	*	*	*
AL567376	*LYPD1*	0.0132	-2.058			
NM_000089	*COL1A2*	0.0181	-2.045	*	*	*
NM_006455	*SC65*	0.043	-2.004			
BC000055	*FSTL1*	0.0067	-2		*	*
**Up-regulated**						
NM_022817	*PER2*	0.0144	2.01			
NM_021245	*MYOZ1*	0.0144	2.354			
NM_006895	*HNMT*	0.0068	2.442			
NM_001878	*CRABP2*	0.0163	2.607			
**Selected genes up or down regulated between 1.5 and 1.9 fold**						
**Down-regulated**						
NM_004995	*MMP14*	0.0154	-1.953			
Z48481	*MMP14*	0.0275	-1.88			
NM_002293	*LAMC1*	0.0143	-1.689	*	*	*
BE222709	*MFAP3*	0.0063	-1.543	*	*	*
AL575922	*SPARC*	0.0062	-1.529		*	*
NM_000138	*FBN1*	0.0128	-1.529	*	*	*
**Up-regulated**						
NM_002575	*SERPINB2*	0.05	1.9			
NM_000362	*TIMP3*	0.0461	1.83			
NM_002160	*TNC*	0.0157	1.74			
NM_021111	*RECK*	0.0068	1.503			

This table shows genes that significantly change expression after transfection with miR-29b compared to controls by gene array analysis. The asterisks indicates the miRNA databases that predicts these genes as putative targets for miR29b.

To validate Affymetrix microarray data, changes in expression of 14 genes were analyzed by Q-PCR in three independent HTM cell lines different from the one used for array hybridization (Table 4).

**Table 4:** Validation of gene expression changes after transfection with hsa-miR29b.

**Gene symbol**	**Arrays**		**HTM -1**		**HTM-2**		**HTM-3**	
	**Fold**	**p-value**	**Fold**	**p-value**	**Fold**	**p-value**	**Fold**	**p-value**
*COL1A2*	-2.0450	0.0181	-1.5874	0.0086	-2.2974	0.0006	-2.1189	0.0104
*COL5A2*	-3.0960	0.0036	-2.7007	0.0013	-2.0946	0.0486	-1.9543	0.0410
*COL5A1*	-3.8760	0.0065	-1.8234	0.0095	-2.6390	0.0138	-2.4340	0.0017
*COL3A1*	-4.3100	0.0062	-3.0314	0.0167	-2.9622	0.0002	-2.1685	0.0088
*COL1A1*	-3.3003	0.0154	-1.7818	0.0019	-2.8945	0.0000	-2.0467	0.0416
*COL4A1*	-2.1552	0.0157	-2.5247	0.0078	-2.3217	0.0091	-1.4473	0.0042
*STC1*	-3.2362	0.0177	-1.4641	0.0132	1.0353	0.3437	-1.6818	0.0349
*LOXL2*	-2.4752	0.0163	-1.8234	0.0718	-1.7818	0.0044	-2.1936	0.0493
*STC2*	-3.3557	0.0284	-2.2191	0.0221	-1.4811	0.0029	-1.8234	0.0243
*FBN1*	-1.5291	0.0128	-1.6434	0.0015	-2.1435	0.0053	-1.6434	0.0500
*LAMC1*	-1.6892	0.0143	-1.7211	0.0184	-2.2449	0.0072	-1.9770	0.0136
*SPARC*	-1.5291	0.0062	-1.4641	0.0464	-2.5787	0.0066	-1.4983	0.0219
*CRABP2*	2.6070	0.0163	1.8446	0.0222	2.8284	0.0109	2.0467	0.0251
*TIMP3*	1.8300	0.0461	2.7638	0.0258	-1.3044	0.3918	1.9000	0.0311

Fold changes refers to the ratio of the expression values of the cells transfected with miR-29b over the cells transfected with scramble. P-values for the Q-PCR refer to the t-test between normalized C_T_ values in cells transfected with miR-29b versus cells transfected with scramble.

### Functional network analysis of gene expression changes induced by miR-29b

In order to identify the pathways and regulatory elements more likely associated with the changes in gene expression induced by miR-29b, genes significantly (p<0.5) upregulated or downregulated by 1.5-fold in the array analysis were further analyzed using MetaCore algorithms. The three canonical pathways most significantly affected by miR-29b are represented in Figure 1 and include cell adhesion–ECM remodeling (p=1.5 E-107); cytoskeleton remodeling (p=2 E-105), and cell adhesion–integrin-mediated cell adhesion and migration (p=4 E-105; Figure 1). 

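Of the integrins, ITGA5, the alpha chain of the main fibronectin receptor, was lower with miR-29b mimic, and ITGA3 was higher. Fibronectin itself, FN1, and the beta chain ITGB1 did not pass the test as genes, though 1 of 6 FN1 probe sets was called higher. Some genes of the contractile cytoskeleton were higher, led by the myosin light chain kinase MYLK, the regulatory light chain MYL9, the calponin CNN1 and the nonmuscle myosin MYH10, and most were not called. ITGA5 differed by -0.69 (standard error 0.08, adjusted p = 0.00275 from limma) and ITGA3 by 0.29, whose call was lost without any one array but miR-29b mimic replicate 1. In the list of fibronectin and integrins, 1 of 18 genes was lower and 1 was higher (2 lower and 2 higher when adjusted over the list alone), and camera gave an adjusted p of 0.784. MYLK rose by 0.73 on the log2 scale (standard error 0.09, adjusted p = 0.00400), and MYL9 by 0.66. Of 20 contractile genes, 5 were higher and none was lower, and 11 were higher when adjusted over the list alone. Their median difference was 0.20, and the list was higher in camera with an adjusted p of 5.93e-06 but not with an estimated correlation (adjusted p = 0.198). None of them was called by the methods' t-test, nor was ITGA5. The number called fell to 2 when any 1 of the 3 control mimic arrays was left out and to 3 without miR-29b mimic replicate 3. The pathway maps that the study tested were not used here, and lists of other genes do not stand in for them.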

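SP1 is a transcription factor that binds GC-rich promoters. Its own mRNA was not lower with miR-29b mimic, with a log2 difference of 0.10 (standard error 0.07, adjusted p = 0.492 from limma, 1 probe set). The paper proposes that inhibition of SP1 may be important for the effects of miR-29b. SP1 protein was not measured on these arrays, so the mRNA value does not test that proposal. Among genes that the paper links to SP1 in Figure 2, the glucose transporter SLC2A3, the heme enzyme FECH and the taurine transporter SLC6A6 were lower. The growth factor PDGFD and the cystathionine lyase CTH were lower too. The phosphodiesterase PDE5A, the LIM protein CRIP1, the nestin gene NES and the bicarbonate transporter SLC4A4 were higher. TOP2A and CTSV, shown as lower there, were not called at an adjusted p of 0.05 or less. The legend of that figure states a threshold of 0.5, which TOP2A (adjusted p = 0.103) would pass and CTSV (adjusted p = 0.837) would not. CRIP1 differed by 0.74 (standard error 0.09, adjusted p = 0.00369) and SLC2A3, at one of 3 probe sets, by -0.83 (standard error 0.10, adjusted p = 0.00383). Neither gene was called by the methods' t-test. Of 43 gene labels read by eye from the figure, 37 were measured here. Of the 26 measured genes shown as lower, 24 had a probe set called lower, and all 11 shown as higher had one called higher. None was called against the figure. These genes were chosen by the study on these arrays for having changed.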

Analysis of transcription factor regulation identified SP1 as the transcription factor most significantly (p=4.82 E-106) involved in the regulation of genes affected by miR-29b with 46 nodes (Figure 2).

**Figure 1:**
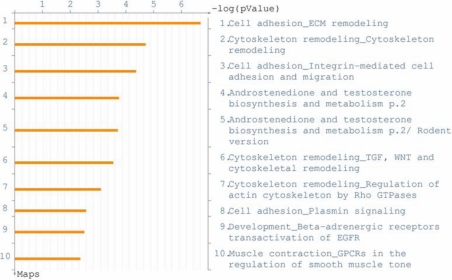
Pathway analysis of changes in gene expression induced by miR-29b. Genes showing changes in expression higher than 1.5 fold (p<0.05) after transfection with miR-29b mimic using Affymetrix U133A2 arrays were analyzed with Metacore pathway analysis. The canonical pathway maps used in this analysis represent a set of 650 signaling and metabolic maps generated from the GeneGo database (GeneGo,St. Joseph, MI). The figure shows the 10 canonical pathways most significantly affected by transfection with miR-29b mimic compared to controls. In the figure, ECM represents extracellular matrix; TGF represents transforming growth factor; EGFR represents epidermal growth factor; and GPCRs represents G protein-coupled receptors.

**Figure 2:**
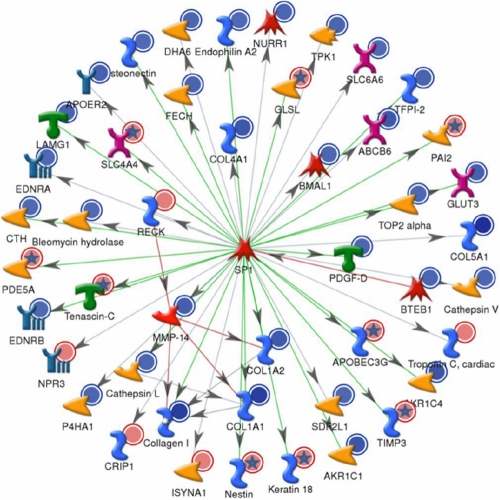
Genes known to be regulated by SP1 that showed significant differences in expression after transfection with miR-29b mimic by array analysis. Metacore analysis of the genes showing significant differences (p<0.5) in expression in the Affymetrix U133A2 arrays identified SP1 as the transcription factor more significantly (p= 4.82 E-106) associated with these gene expression changes. Green lines represent upregulation by SP1, red lines a downregulation, and gray lines an unspecified effect. Genes significantly upregulated in gene array analysis of cells transfected with miR-29b are labeled with red dots. Genes significantly downregulated by miR-29b are labeled with blue dots. Inconsistencies between the array data and the effects predicted by Metacore based on the literature are labeled with a star.

### Targeting of the 3’ untranslated regions of *BMP1*, *ADAM12*, and *NKIRAS2* mRNA by miR-29b

Computational predictions indicate that miR-29b shares complementarity with sequences in the 3’UTR of three genes found to be downregulated by miR-29b according to the gene array analysis: *BMP1, ADAM12*, and *NKIRAS2* (Figure 3A). 

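BMP1, the procollagen C-proteinase that trims fibrillar collagens before they assemble, ADAM12 and NKIRAS2, which encodes a small protein that restrains NF-kB activation, were each lower with miR-29b mimic at some of their probe sets. NKIRAS2 fell at both of its probe sets. ADAM12 fell at 2 of 3 and BMP1 at 2 of 4. At its most changed probe set, ADAM12 went from 0.74 ± 0.11 (SD, n = 3) to -0.75 ± 0.13 (SD, n = 3), a difference of -1.48 (standard error 0.09, adjusted p = 0.000143 from limma). A second ADAM12 probe set differed by -1.04, and at the third the groups did not differ measurably (0.00, adjusted p = 0.997). The 2 called BMP1 probe sets differed by -0.68 (standard error 0.12, adjusted p = 0.0179) and by -0.54 (standard error 0.11, adjusted p = 0.0297). The other BMP1 probe sets did not pass, with -0.28 (adjusted p = 0.0760) and 0.03 (adjusted p = 0.852). The NKIRAS2 probe sets differed by -0.55 (standard error 0.07, adjusted p = 0.00465) and by -0.61 (standard error 0.11, adjusted p = 0.0186). By the methods' t-test only the most changed ADAM12 probe set was called, and none of BMP1 or NKIRAS2. Both calls of BMP1 were lost without control mimic replicate 1, control mimic replicate 2, miR-29b mimic replicate 2 or miR-29b mimic replicate 3. The second NKIRAS2 probe set lost its call without any one array but miR-29b mimic replicate 1, while the first kept its call without each of the 6 arrays, as did both called ADAM12 probe sets. The 3' UTR sequences were not used here, so no site was searched for.

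**Figure D3:**
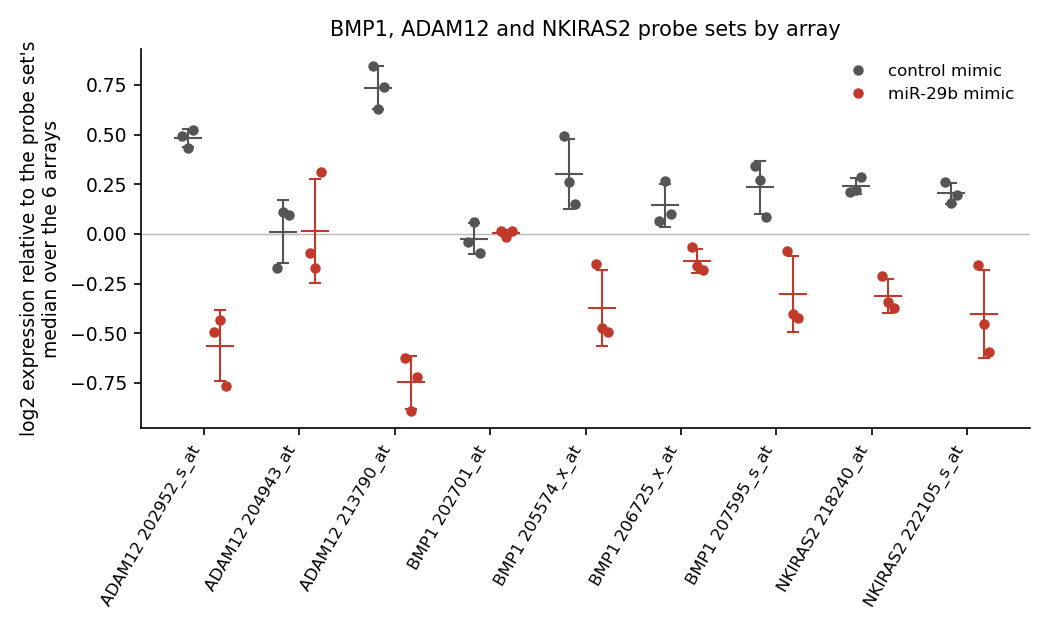
Expression at each probe set of ADAM12, BMP1 and NKIRAS2 on the 6 arrays (vertical axis, log2 relative to the probe set's median over the arrays). Points are single arrays, and bars are the mean and SD of 3 arrays per group. The groups overlap at 1 probe set of ADAM12 and 1 of BMP1 and lie apart at the others.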

We investigated whether miR-29b could interact with the 3’UTRs of these genes by using the psiCheck2 luciferase assay system. MiR-29b mimic significantly reduced luciferase expression in cells cotransfected with the 3’UTR of *BMP1*, *ADAM12*, or *NKIRAS2* compared to mimic control (scramble). The decrease in luciferase activity was completely or significantly prevented when the 3’UTR complementary sequences were used (Figure 3B). Downregulation of these gene transcripts by miR-29b was confirmed by Q-PCR in three HTM cells lines (Figure 3C).

**Figure 3:**
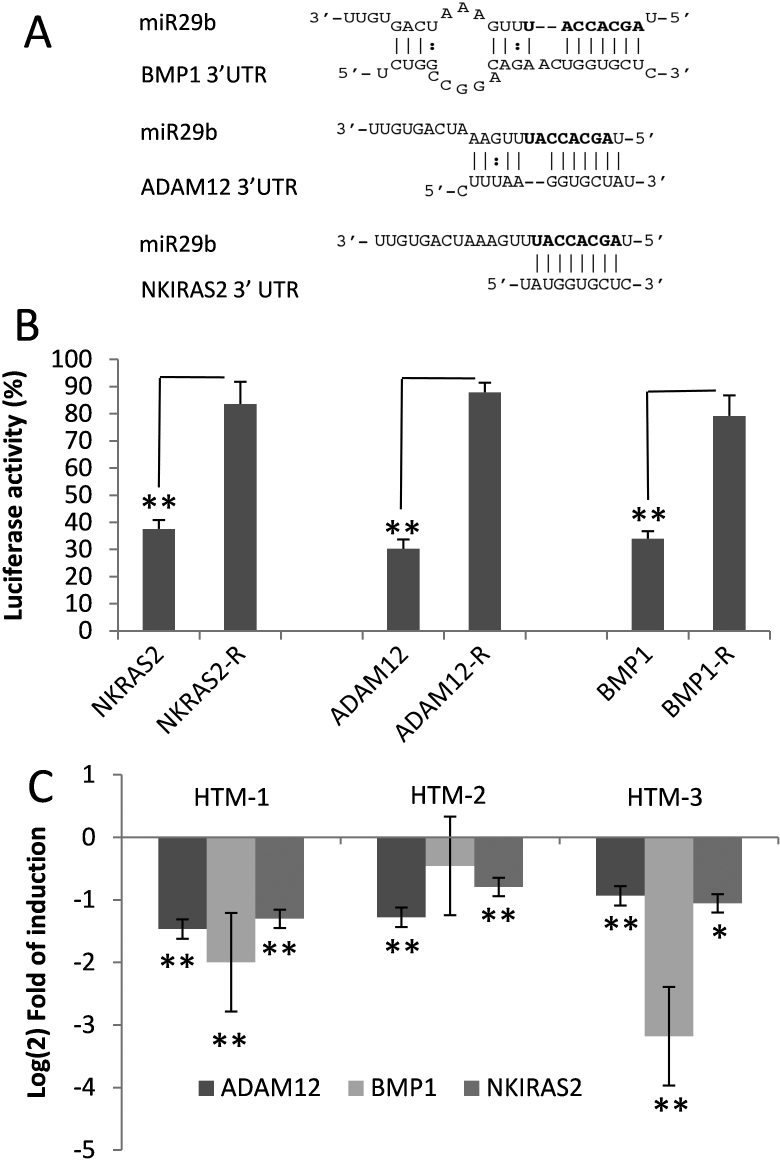
Targeting of the  3’-unstranslated regions of *BMP1*, *ADAM12*, and *NKIRAS2* by miR-29b. **A**: Predicted interactions between miR-29b with the 3’-unstranslated region (3’ UTR) of *BMP1* (PicTar-Vert), *ADAM12* (TargetScan), and *NKRAS2* (PicTar-Vert). Seed regions are highlighted in bold. **B**: Luciferase activity in 293 cells cotransfected with psicheck vectors containing the 3’UTR or complementary sequence (R) from *BMP1*, *ADAM12*, or *NKIRAS2* and miR-29b or scramble. **C**: Changes in expression of *ADAM12*, *BMP1*, and *NKIRAS2* were measured by Q-PCR after transfection with miR-29b mimic or scramble. The figures represent the logarithm of the fold change in gene expression compared to cells transfected with scramble in three different cells lines. Bars represent standard error from three different experiments; one asterisk indicates a p≤0.05, and two asterisks indicate a p≤0.01.

### Effects of chronic oxidative stress on the expression of miR-29b.

Changes in expression of miR-29b induced by chronic oxidative stress were analyzed by Q-PCR in three independent HTM lines after 4 days at 40% oxygen compared to parallel cultures incubated at 5% oxygen. In these conditions miR-29b decreased significantly between 2- and 2.5-fold in two of the three cell lines analyzed and showed no significant change in a third line (Figure 4).

**Figure 4:**
Changes in miR-29b induced by chronic oxidative stress. To investigate if miR-29b changes with chronic oxidative stress, three human trabecular meshwork (HTM) cell lines were incubated during 4 days at 40% oxygen, and the changes in the expression of miR-29b were quantified by quantitative–PCR (Q-PCR) and compared to nonstressed controls incubated at 5% oxygen. The figures represent the logarithm of the fold change in gene expression between cells incubated at 40% oxygen compared to controls. Bars represent standard error from three different measurements. One asterisk means p≤0.05.

### Role of miR-29b on changes in expression of extracellular matrix genes induced by chronic oxidative stress.

To investigate whether the downregulation of miR-29b observed in two cell lines could mediate alterations in gene expression induced by chronic oxidative stress, the effects of incubation at 40% oxygen on the expression of six genes known to be regulated by miR-29b (*COL1A2*, *COL5A1*, *COL3A1*, *COL1A1*, *LAMC*, and *SPARC*) were analyzed in the same three HTM cell lines used in the previous experiment. The experiments were conducted in cells transfected with either control mimic or miR-29b mimic. Although there was a high level of variability in the effects of chronic oxidative stress on the expression of the selected genes, the two cell lines where miR-29b had been found to be downregulated more than twofold under oxidative stress conditions showed a significant increase in the expression of several genes regulated by miR-29b. In contrast, incubation at 40% oxygen had little effect on the expression of these genes in the cell line where miR-29b had not been found to be altered by chronic oxidative stress. In all cell lines, transfection with miR-29b mimic led to either a significant downregulation or decrease in the upregulation mediated by chronic oxidative stress of all genes analyzed compared to cultures transfected with control mimic (Figure 5).

**Figure 5:**
The role of miR-29b on changes in expression of extracellular matrix genes induced by chronic oxidative stress. To investigate whether miR-29b under chronic oxidative stress conditions could affect the changes in expression of several extracellular matrix (ECM) genes, three human trabecular meshwork (HTM) cell lines were transfected with miR-29b mimic or control mimic and incubated under oxidative stress conditions (40% O_2_) for 4 days. The changes in expression of *COL1A2, COL5A1, COL3A1, COL1A1, LAMC1*, and *SPARC* compared to nonstressed controls incubated at 5% oxygen and transfected with control mimic were quantified by quantitative-PCR (Q- PCR). The figures represent the logarithm of the fold change in gene expression between cells incubated at 40% oxygen transfected with either miR-29b mimic or mimic control compared to control cultures (5% oxygen, mimic control) for three individual cell lines. Bars represent standard error from three different experiments. One asterisk means p≤0.05, and two asterisks mean p≤0.01.

### Effects of miR-29b on cytotoxicity

HTM cells transfected with control mimic or miR-29b mimic were subjected to 40% or 5% oxygen and analyzed for cytotoxicity after 5 days. Cells transfected with miR-29b mimic showed a significant decrease in cytotoxicity compared to the control in both oxygen concentrations (5 and 40%) except for HTM cell line 3 at 40% O_2_, which showed a nonsignificant decrease in cytotoxicity (Figure 6).

**Figure 6:**
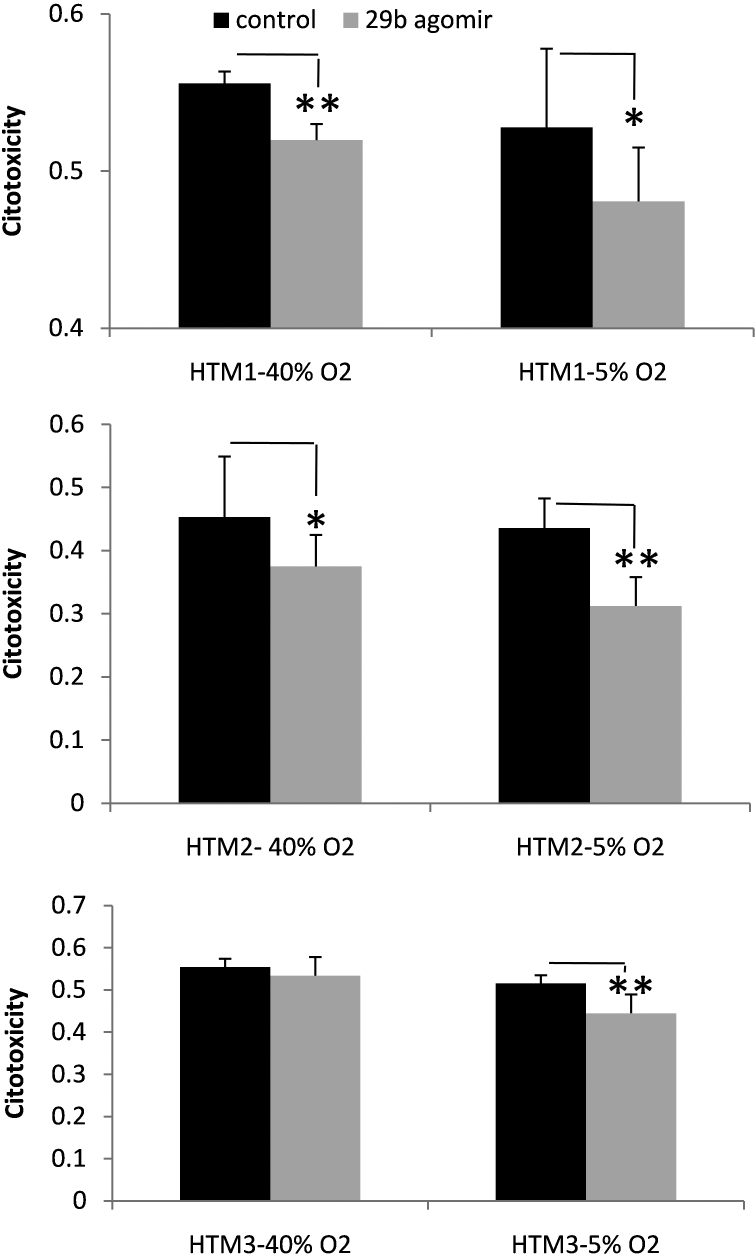
Effects of miR-29b on the cytotoxicity of human trabecular meshwork  (HTM) cells. HTM cells transfected with miR-29b mimic showed significantly lower levels of cytotoxicity measured by lactate dehydrogenase release compared to cells transfected with control mimic when incubated at both 40% oxygen and 5% oxygen conditions. Bars represent standard error from three different experiments. One asterisk means p≤0.05, and two asterisks mean p≤0.01.

## Discussion

Our results showed that miR-29b negatively regulates the expression in HTM cells of multiple genes involved in ECM synthesis, deposition, and remodeling. In addition, incubation under chronic oxidative stress conditions (4 days, 40% oxygen) resulted in a significant downregulation of miR-29b in two of the three HTM cell lines analyzed. This downregulation was associated with an increase in the expression of several ECM genes known to be regulated by miR-29b. The upregulation of these genes by chronic oxidative stress was inhibited by transfection with miR-29b mimic.

The multiple effects on the expression of ECM components observed in HTM cells were consistent with the antifibrotic activity previously reported for miR-29b in the heart [19]. These effects include the downregulation of validated targets, such as *COL1A1*, *COL1A2*, *COL3A1*, *FBN1*, and *SPARC* [19,22].

MiR-29b also downregulated numerous genes that have not been confirmed as direct targets of this miRNA. Some of these genes contained sequences in their 3’UTRs that are predicted to anneal to miR-29b and may potentially interact with miR-29b. Among these genes, *BMP1*, *ADAM12*, and *NKIRAS2* were confirmed by luciferase analysis to contain 3’UTRs that can be directly targeted by miR-29b and should be considered targets of this miRNA. However, many of the gene expression changes induced by miR-29b affected genes that lack any predicted targeting sequence for miR-29b and appear to be secondary targets. Pathway analysis indicated that a number of these genes are positively regulated by the transcription factor SP1, which is a validated target of miR-29b [23], suggesting that inhibition of SP1 by miR-29 may be an important factor in the overall effects on gene expression mediated by miR-29b.

Exposure to chronic oxidative stress conditions for 4 days resulted in a significant decrease in expression of miR-29b in two (HTM1 and HTM2) of the three cell lines analyzed. Interestingly, while these two cell lines showed increased expression of several genes known to be validated targets of miR-29b, the only cell line where miR-29b was not downregulated (HTM3) showed no significant increase in the expression of these genes. The upregulation of ECM genes mediated by chronic oxidative stress in cells lines HTM1 and HTM2 was inhibited by transfection with miR-29b. These results suggest that downregulation of miR-29b could be a mechanism that mediates some of the alterations in ECM induced by chronic oxidative stress. The variability observed in the levels of upregulation of each gene analyzed between the two cell lines where miR-29b was significantly downregulated is likely to result from the influence of multiple pathways involved in the regulation of the ECM under oxidative stress conditions. However, our results suggest that miR-29b may be an important regulatory component of this process.

The genes selected for this study included important components of the ECM, such as *COL1A2*, *COL5A1*, *COL3A1*, *COL1A1*, *LAMC*, and the matricellular protein *SPARC* that is known to promote ECM deposition [24,25]. Increased expression of these genes could potentially influence the physiology of the outflow pathway by contributing to increased deposition of collagen and other ECM components in the TM [26-30]. Therefore, the variability observed in the effects of chronic oxidative stress on the expression of miR-29b could be relevant to understanding individual differences in susceptibility to pathophysiological alterations induced by chronic oxidative stress in the outflow pathway.

In addition to changes in the expression of ECM components, our results also showed that miR-29b had a protective effect and decreased cell death. Such effect on cell viability contrasts with the pro-apoptotic effects reported for this miRNA in other cell types [16,31,32]. Members of the miR-29 family, including miR-29b, have been demonstrated to activate *p53* by targeting *p85α* and *CDC42* [31]. Because of the known pro-apoptotic effects of *p53*, this function of miR-29b would initially be expected to increase apoptosis under chronic oxidative stress conditions. However, under mild stress conditions, p53 is also known to exert antioxidant and survival effects that are believed to be aimed at preventing oxidative damage and ensuring the survival and repair of cells encountering only low levels of damage [33]. Under the chronic oxidative conditions used in our model, cells might suffer only a moderated level of damage, which would lead to a pro-survival function of *p53*. Furthermore, transient expression of miR-29a, which shares the same seed region of miR-29b and also regulates p53 through targeting of p85α and *CDC42*, did not result in increased apoptosis in osteoblasts [31]. Thus, the pro-apoptotic effects reported for miR-29 may be dependent on the cell type or the specific stress conditions affecting the cells. It is also possible that additional targets of miR-29b that have not been characterized may be involved in the effects of miR-29b on cell survival in HTM cells. For instance, one of the new targets identified in this study, *NKRAS2*, is a negative modulator of *NFKB*, and its downregulation by miR-29b could potentially facilitate the anti-apoptotic effects of *NFKB*.

In conclusion, miR-29b negatively modulated the expression of collagens and other key components of the ECM in TM cells and decreased cytotoxicity in the presence of chronic oxidative stress. The downregulation of miR-29b observed in two cell lines could contribute to some of the alterations in ECM metabolism and cell viability mediated by chronic oxidative stress in HTM cells. The balance between the activation of ECM production induced by oxidative stress and the protective effects of miR-29b could be a relevant factor in understanding how oxidative damage may lead to increased deposition of ECM and decreased cellularity in the outflow pathway and contribute to the elevation of intra-ocular pressure in glaucoma. Strategies to increase miR-29 expression in TM cells may be beneficial to limit ECM deposition, prevent cell loss, and maintain normal levels of aqueous humor outflow facility.

How the deposited data were processed for this re-analysis (not part of the article)

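Expression was measured with Affymetrix U133A2 arrays in one line of primary HTM cells, 3 days after transfection with miR-29b mimic or with a control mimic of scrambled sequence. The route and dose used for the arrays, among those the methods give, are not given in the sources used here. Each group has 3 arrays, from independent sets of transfections of the same line. The values are log2 expression values as deposited by the authors, already normalized. The submitters' processing notes name RMA with no version, and the methods name GeneSpring, a limit of 100 under which raw values were taken as unreliable, and LOWESS normalization. Which of these steps made the deposited values is not given in the sources used here. Each probe set is centred on its median over the 6 arrays, so its level is lost, while the direction and size of differences between arrays are kept. The log2 scale was checked on the values themselves and against the paper's folds. The median ratio of the log2 difference to the log2 of the paper's fold was 0.883, against 1.27 for the natural logarithm and 2.93 for the decimal one.

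Of 17930 deposited probe sets, 59 controls of the array maker were left out and 17871 were tested, with no other filter applied here. Which probe sets of the array, if any, were removed before deposit is not given in the sources used here. No filter on dim probe sets could be applied, since levels are lost. Of the tested probe sets, 15713 are paired with 1 gene, 858 with several and 1300 are unnamed here. They measure 10178 genes by a probe set of their own, 3522 of them by more than 1. Gene values are the mean of a gene's own probe sets, an alternative that was listed beforehand and was used because the probe set with the highest mean cannot be chosen among centred values. At this level 694 genes were called, 269 higher and 425 lower, and 106 also passed the fold threshold.

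The groups were compared with limma 3.58.1 in R 4.3.3 (a linear model with a moderated t-test), and p-values were adjusted by the Benjamini-Hochberg method. A probe set or gene is called at an adjusted p of 0.05 or less, and the study's fold threshold of 1.5 was applied beside it. The one-way test that the study's methods state was run as an alternative and is named the methods' t-test. Errors of differences are standard errors from limma, and errors of group means are the SD. The 33 gene lists were tested with camera in limma, with a preset correlation of 0.01 and again with an estimated correlation, where at least 5 genes were measured. A call lost with the estimated correlation does not by itself show that the genes of a list are correlated. The clock list had an estimated correlation of 0.0076, below the preset one, yet its unadjusted p in camera rose from 0.00641 to 0.0507. Other comparisons used exact permutation of the arrays, and simulated data used a fixed seed of 29. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

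Both tests were tried on simulated data, with 200 of 17871 probe sets changed, 50 at each fold. At a fold of 1.5, limma recovered 96.0% and the methods' t-test 40.0%. At folds of 2, 3 and 4, limma recovered 100% each, and the methods' t-test 66.0%, 96.0% and 94.0%. Of 205 calls by limma, 7 (3.41%) were false, and of 159 calls by the methods' t-test, 11 (6.92%) were.

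Array medians lay between -0.01 and 0.01. The numbers of the replicates were checked as pairs and were not used as such, since the correlation of residuals between arrays of one number was 0.36, 0.04 and 0.26. Named genes follow a rule. It takes the 10 probe sets with the largest fall and the 10 with the largest rise past both thresholds, genes that the paper names, and up to 4 called and 2 uncalled members of each list. It adds SP1, PIK3R1, CDC42, MCL1, DNMT3A, DNMT3B and NFKB1 whatever their values. The values in the paper's tables were seen before the rule was written. Alternatives were the methods' t-test, a trended and robust prior, median centring, cyclic loess, the replicate number as a block and each array left out in turn, and settings on the 18S control signal were added later. Target sites were not searched for, and probe sets of several genes were left out of gene values.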

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

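The tests of explanations in this part were all chosen after the results were seen, while the comparison and the gene lists were set beforehand. Several of these lists hold genes that the paper names from the same arrays, such as STC1, STC2, NR4A2, PER2, BMAL1 and AKR1C2. The tests of those lists are therefore not independent evidence. Each result here is a signal in genes that the paper does not discuss as a group. CLIC3 differed by 1.16 (standard error 0.10, adjusted p = 0.000990 from limma) and ANXA3 by 0.76 (standard error 0.07, adjusted p = 0.00170), each higher on all 3 miR-29b mimic arrays than on any control mimic array, though CLIC3 was not called by the methods' t-test. Hypoxia response genes had a median difference of -0.13, with 6 of 20 lower (8 when adjusted over the list alone), among them STC1 at -1.29 and P4HA1 at -0.60. Camera gave that list an adjusted p of 5.93e-06 (adjusted p = 0.121 with an estimated correlation), and VEGFA was not called (-0.34). Immediate early genes had a median of -0.22, with 6 of 22 lower (11 when adjusted over the list alone), among them NR4A2 at -0.97 and KLF4 at -0.59, while FOS at -0.74 and EGR1 at -0.45 were not called. Their adjusted p in camera was 3.08e-08 (adjusted p = 0.115 with an estimated correlation), and the number called fell to 3 without control mimic replicate 1, control mimic replicate 2 or miR-29b mimic replicate 2. Replication-dependent histone genes had a median of -0.19, with 4 of 9 lower (4 when adjusted over the list alone), led by H2BC21 at -0.97. Their adjusted p in camera was 4.29e-05 (adjusted p = 0.198 with an estimated correlation).

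Clock genes moved in both directions, with a median difference of 0.20. Of 13 measured, 5 were higher, among them PER2 (0.75) and PER3 (0.50), and 2 were lower, BMAL1 (-0.74) and NFIL3 (-0.52), against 6 and 2 when adjusted over the list alone, with an adjusted p in camera of 0.0176 (adjusted p = 0.198 with an estimated correlation). Those higher fell to 3 without control mimic replicate 2. Those lower fell to 1 without control mimic replicate 1, control mimic replicate 2 or miR-29b mimic replicate 2. The methods' t-test called 4 clock genes higher and 1 lower. Over the settings that do not leave out a single array, the lowest count of higher clock genes was 2. Array-wide scaling moves all genes of an array one way, which 2 lower clock genes beside 5 higher argue against, also after cyclic loess. Genes driven through E-boxes minus those driven through RORE elements differed between groups by 0.73 (exact p = 0.1, the smallest possible), but they were grouped after the calls were seen, different collection times of the groups cannot be told apart from an effect of the mimic, and no biological explanation was tested.

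The antioxidant and NRF2 response list had a median of -0.15. Of 22 genes measured, 8 were lower and 14 were not called (8 lower when adjusted over the list alone), led by AKR1C2 (-1.38), AKR1C1 (-0.96) and SLC7A11 (-0.73), while NQO1 (-0.04) and HMOX1 (0.11) were not called. The adjusted p in camera was 2.12e-06 (adjusted p = 0.115 with an estimated correlation). Signal shared between AKR1C paralogs is not the whole cause, since 5 of the other 19 genes were lower too and camera gave them an unadjusted p of 0.000270, or 0.0167 with an estimated correlation, where the whole list had an unadjusted 0.0101. With the 18S control signal as a covariate the median was -0.17 with 8 lower, and without the 2 arrays of extreme 18S signal it was -0.17 with 4 called on fewer arrays, which argues against differences in that signal, and no biological explanation was tested.

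The unfolded protein and integrated stress response list had a median of -0.15. Of 22 genes measured, 5 were lower and 17 were not called (9 lower when adjusted over the list alone), led by STC2 (-1.35), TRIB3 (-0.84) and ASNS (-0.52), while HSPA5 (-0.19) and DDIT3 (-0.32) were not called, and camera gave an adjusted p of 7.72e-06 (adjusted p = 0.198 with an estimated correlation). The number called fell to 1 without control mimic replicate 1, control mimic replicate 2 or miR-29b mimic replicate 3, and to 2 without miR-29b mimic replicate 2. The 8 genes of the integrated stress response had a median of -0.36 (unadjusted p = 0.0915 in camera with an estimated correlation), of -0.30 with the 18S control signal as a covariate and of -0.29 without the 2 arrays of extreme 18S signal, which argues against differences in that signal. A lower secretory load of the endoplasmic reticulum may contribute, as camera gave its 14 chaperones and folding factors an unadjusted p of 0.00411 on the lower side (0.0380 with an estimated correlation), but only 1 of them was called, their median was -0.11, and other explanations stay open.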

How the results depend on the processing

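The covariate for the 18S control signal, the removal of the 2 arrays with extreme 18S signal and the call of a gene by any of its probe sets were chosen after seeing the data. Of 193 called probe sets of named genes, all 193 had one sign under every setting, and 38 were called under every setting and 107 with every single array left out. With median centring 193 stayed called, with cyclic loess 180, with the trended and robust prior 179 and with the 18S covariate 181. Probe sets past both thresholds numbered 188, 178, 181 and 177 in these 4 settings, and the share of lower ones ran from 76.3% to 81.4%. Since levels are lost, cyclic loess and the trend of the prior could not follow signal level.

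The methods' t-test gave 61 probe sets past both thresholds (10 higher and 51 lower) in 49 genes, and 189 by the adjusted p alone (63 higher and 126 lower). It called 1 basement membrane gene, 5 collagen processing genes and 1 protease or inhibitor lower. Against the counts of limma, it called no contractile gene higher (5) and no reported miR-29 target (6), NF-kB target (4) or TGF-beta gene (4) lower. It called 1 stress response gene (5), 2 immediate early (6), 3 hypoxia (6), 5 antioxidant (8), 2 histone (4) and 2 steroid metabolism genes (4) lower. It called none of the trabecular meshwork markers (3 higher and 2 lower with limma), epithelial (2) or neural markers (1), proteoglycans (2), interferon response genes (2) or apoptosis regulators (2). No other collagen (2) and no fibronectin or integrin gene (1) was called lower by it. Of 46 counts of list members, 18 stayed within 1.5 times. All 61 are among the 187, and this test recovered fewer simulated changes. Without the arrays of extreme 18S signal, 116 passed both thresholds (76 lower) in 88 genes, and 126 passed the adjusted p (42 higher and 84 lower). Collagen processing genes called lower were then 5, and proteases and inhibitors 3. A call by any probe set gave 5 lower basement membrane genes and 11 of collagen processing. Fewer arrays leave fewer degrees of freedom, and the part due to these arrays themselves was not tested.

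With 1 array left out at a time, probe sets past both thresholds were 157 to 208, of which 30 to 48 were higher and 113 to 175 lower, in 112 to 150 genes. By the adjusted p alone they were 286 to 709, with 83 to 213 higher and 203 to 496 lower. Lower collagen processing genes were 7 to 10, lower proteases and inhibitors 4 to 7, fibrillar collagens 5 and basement membrane genes 4. Against 903 calls with all arrays, the count was lowest without control mimic replicate 2 (286), then without control mimic replicate 1 (322), miR-29b mimic replicate 2 (405), control mimic replicate 3 (426) and miR-29b mimic replicate 3 (441). The cause beyond fewer arrays was not tested. With the preset correlation, camera called NF-kB targets in 8 of 10 other settings and cell cycle genes in 6, and the other 13 called lists in all 10. The call of NF-kB targets was lost without miR-29b mimic replicate 3 (adjusted p = 0.0609) and without the arrays of extreme 18S signal (0.0953), and that of cell cycle genes without control mimic replicate 1 (0.0653) or 3 (0.170) or miR-29b mimic replicate 1 (0.146) or 2 (0.194). With an estimated correlation it called no list in any setting (lowest adjusted p = 0.0828).

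The replicate numbers are not stated to pair the arrays. With the number as a block, 1161 probe sets were called and 196 passed both thresholds. As a hint from the data only, 5 of 6 arrays correlated best with the array of their own number, and correlations were 0.36, 0.04 and 0.26. Settings named 'mean of at least 100' (dim probe sets), only the brighter probe sets, 'highest mean probe set' and '8mer only' were not run, since levels are lost and sequences were not used. For the same reason signal over background limits the results in a way that could not be assessed.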

Differences from the paper's values

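The settings compared here were set before the data were examined, except the 2 on the 18S control signal and the call of a gene by any of its probe sets, which were chosen after seeing the data. At the main setting no value differs from the paper's by the criteria used, which ask for more than the spread of the replicates and more than 1.5 times. The paper gives 181 probes past its thresholds, and 187 passed here with limma. The same count of 181 was reached with the trended and robust prior, and the methods' t-test gave 61, which differs. Since levels are lost, the trend of that prior could not follow signal level, and the shared count is not evidence on the paper's steps.

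Of the 52 lines of Table 3 that were matched, the paper's fold is larger in 45, by ratios of 0.841 to 1.44 over all lines. On the log2 scale, 35 of the 52 lie further from the paper's value than the SD of the replicates, though none by more than 1.5 times in fold. The largest ratio is that of HNMT, with 2.442 in the paper and 1.69 here, and these differ by the same criteria with cyclic loess (1.62), without control mimic replicate 1 (1.53) and without miR-29b mimic replicate 1 (1.58).

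The paper lists 5 lines as changed over 1.5-fold that did not reach that fold here, though each passed an adjusted p of 0.05 or less. They are one probe set of MMP14 (-1.88 in the paper, -1.47 here), RECK (1.503 and 1.48), MFAP3 (-1.543 and -1.39), one of SPARC (-1.529 and -1.44) and one of FBN1 (-1.529 and -1.41). MMP14 passed both thresholds without miR-29b mimic replicate 1 or 2, and RECK without control mimic replicate 3 or miR-29b mimic replicate 3. MFAP3, SPARC and FBN1 passed under no setting at these probe sets, while another MMP14 probe set passed both thresholds at a difference of -0.75 and another SPARC probe set at -0.65.

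Of the genes of Figure 2 that were measured, 24 of 26 shown as lower and 11 of 11 shown as higher were called in that direction by a probe set. TOP2A and CTSV are shown there as lower and were not called here at an adjusted p of 0.05 or less, with differences of -0.31 (adjusted p = 0.103) and -0.03 (adjusted p = 0.837). The legend of that figure states a threshold of 0.5, so the thresholds differ, and at the stated one TOP2A would pass and CTSV would not. TOP2A was called at a probe set with the replicate number as a block (adjusted p = 0.0405 with limma, against 0.0605 to 0.295 in the other settings), and CTSV was called under no setting.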

Other observations

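The test of other splits of the arrays and the settings on the 18S control signal were chosen after the result was seen, and the gene lists were set beforehand. Some lists hold genes that the paper names from the same arrays, such as AKR1C1 and AKR1C2 in steroid hormone metabolism, and are not independent evidence for them. Among reported targets of the miR-29 family outside the matrix, the histone chaperone NASP (-0.48), the deacetylase HDAC4 (-0.43), the thymine DNA glycosylase TDG (-0.40) and the secretase BACE1 (-0.36) were lower. BACE1 was called at gene level only, since its 1 probe set was not called (adjusted p = 0.0545 from limma). The methyltransferases DNMT3A (-0.29) and DNMT3B (-0.13), the survival gene MCL1 (-0.23), CDC42 (-0.09) and PIK3R1 (0.04) were not called as genes, though 1 of 5 MCL1 probe sets was called lower, a call lost without any one array. In all, 6 of 23 were lower and none was higher (7 lower when adjusted over the list alone), with an adjusted p in camera of 0.00155 (adjusted p = 0.121 with an estimated correlation). The number called fell to 3 without control mimic replicate 1 or 3, to 2 without miR-29b mimic replicate 2 or 3, and to 1 without control mimic replicate 2, and none was called by the methods' t-test.

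Of 19 NF-kB targets, 4 were lower (6 when adjusted over the list alone), LIF (-0.59), IL1B (-0.45), CXCL3 (-0.42) and IL6 (-0.32), and NFKB1 was not called (-0.01). Camera gave an adjusted p of 0.0196 (adjusted p = 0.262 with an estimated correlation), and the number called fell to 2 without miR-29b mimic replicate 3 and to 1 without control mimic replicate 2 or miR-29b mimic replicate 2. IL6 was called at gene level only, since its 1 probe set was not called (adjusted p = 0.0565 from limma). Of 22 TGF-beta genes, 4 were lower, among them the ligands TGFB3 (-0.54) and TGFB2 (-0.34) and the target ID1 (-0.50), and the decoy receptor BAMBI was higher (0.39), against 4 lower and 3 higher when adjusted over the list alone (adjusted p = 0.413 in camera). Those lower fell to 1 without control mimic replicate 1 or 2, and BAMBI lost its call without control mimic replicate 1 or 3. Among 9 trabecular meshwork markers, MYOC (0.53) was higher, and MGP (-0.77) and CHI3L1 (-0.55) were lower, with 3 higher and 2 lower in all (4 and 4 when adjusted over the list alone, adjusted p = 0.689 in camera). Those higher fell to 1 without miR-29b mimic replicate 2, and those lower fell to 1 without any one array but control mimic replicate 3. The methods' t-test called no NF-kB target and no trabecular meshwork marker, and of the TGF-beta genes 1 higher and none lower.

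Of 17 genes of steroid hormone metabolism, 4 were lower (4 when adjusted over the list alone), HSD17B2 (-0.82) and the 3 AKR1C genes of the antioxidant list, with an adjusted p in camera of 0.0181 (adjusted p = 0.244 with an estimated correlation). Of 16 p53 targets, CCNG1 (0.54) and ZMAT3 (0.30) were higher and CDKN1A (-0.20) was not called, with 6 higher and 2 lower when adjusted over the list alone (adjusted p = 0.108 in camera). The 2 called fell to 1 without any one array but miR-29b mimic replicate 3. Of 25 interferon response genes, USP18 (-0.45) and GBP2 (-0.30) were lower (2 when adjusted over the list alone, adjusted p = 0.108 in camera). Without control mimic replicate 1 or 2 or miR-29b mimic replicate 1 or 3 only 1 was called, without miR-29b mimic replicate 2 none, and without control mimic replicate 3 they were 3. Camera called the list without control mimic replicate 2 (adjusted p = 0.0223), control mimic replicate 3 (0.0148) or miR-29b mimic replicate 3 (0.0391), where with an estimated correlation the adjusted p was 0.518 to 0.593. Of 23 apoptosis regulators, PMAIP1 (-0.39) and BIRC2 (-0.32) were lower (4 when adjusted over the list alone, adjusted p = 0.132 in camera). Without control mimic replicate 1 or 2 or miR-29b mimic replicate 2 or 3 only 1 was called. The methods' t-test called 2 steroid metabolism genes lower, 1 p53 target higher and 1 lower, and no interferon response gene or apoptosis regulator.

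None of 35 cell cycle genes was called by limma or the methods' t-test, with 5 lower at an unadjusted p of 0.05 or less. Their median was -0.13, and camera gave an adjusted p of 0.0181 (adjusted p = 0.677 with an estimated correlation), with 2 called lower without miR-29b mimic replicate 3. None of 8 endothelial, 7 leukocyte or 5 melanocyte markers was called by limma or the methods' t-test, and at an unadjusted p of 0.05 or less 2 endothelial markers were higher, and 2 were called higher where any probe set of a gene counts. Their adjusted p in camera was 0.0937, 0.619 and 0.983, and 0.0334 for endothelial markers without control mimic replicate 2 (adjusted p = 0.262 with an estimated correlation). Of 5 epithelial markers, KRT19 (0.41) and EPCAM (0.26) were higher (2 when adjusted over the list alone, adjusted p = 0.408 in camera), but only 1 was called without miR-29b mimic replicate 2 and none without any other array. KRT19 and EPCAM have 1 probe set each, and neither was called (adjusted p = 0.0592 and 0.0650 from limma). Of 6 neural markers, STMN2 was higher (0.52; 1 when adjusted over the list alone, adjusted p = 0.899 in camera), and its call was lost without control mimic replicate 1 or miR-29b mimic replicate 2. None of 11 reference genes, such as ACTB (0.05) and GAPDH (0.01), was called by limma or the methods' t-test, with 2 lower at an unadjusted p of 0.05 or less (adjusted p = 0.487 in camera). Of 13 ribosomal protein genes, RPS24 was lower (-0.22, with 1 when adjusted over the list alone, adjusted p = 0.108 in camera), a call lost without any one array. The 1 probe set of RPS24 was not called (adjusted p = 0.0685 from limma). The methods' t-test called no epithelial or neural marker and 1 ribosomal protein gene lower.

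The 18S control signal varied between arrays, at -0.07 ± 0.75 (SD, n = 3) with control mimic and 0.32 ± 0.87 (SD, n = 3) with miR-29b mimic (exact p = 0.7). The 3' minus 5' difference of the ACTB control probe sets differed between groups by -0.07 (exact p = 0.2).

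Among the 10 splits of the 6 arrays into 3 and 3, only the real split, 1 of 10, gave 903 called probe sets, and the highest of the others was 0. For probe sets past both thresholds the real split gave 187 and the highest of the others 0, again 1 of 10. Splits of this number are too few for a share under 0.05.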
